# Transcriptome Analysis in *Haematococcus pluvialis*: Astaxanthin Induction by Salicylic Acid (SA) and Jasmonic Acid (JA)

**DOI:** 10.1371/journal.pone.0140609

**Published:** 2015-10-20

**Authors:** Zhengquan Gao, Yan Li, Guanxun Wu, Guoqiang Li, Haifeng Sun, Suzhen Deng, Yicheng Shen, Guoqiang Chen, Ruihao Zhang, Chunxiao Meng, Xiaowen Zhang

## Abstract

*Haematococcus pluvialis* is an astaxanthin-rich microalga that can increase its astaxanthin production by salicylic acid (SA) or jasmonic acid (JA) induction. The genetic transcriptome details of astaxanthin biosynthesis were analyzed by exposing the algal cells to 25 mg/L of SA and JA for 1, 6 and 24 hours, plus to the control (no stress). Based on the RNA-seq analysis, 56,077 unigenes (51.7%) were identified with functions in response to the hormone stress. The top five identified subcategories were cell, cellular process, intracellular, catalytic activity and cytoplasm, which possessed 5600 (~9.99%), 5302 (~9.45%), 5242 (~9.35%), 4407 (~7.86%) and 4195 (~7.48%) unigenes, respectively. Furthermore, 59 unigenes were identified and assigned to 26 putative transcription factors (TFs), including 12 plant-specific TFs. They were likely associated with astaxanthin biosynthesis in *Haematococcus* upon SA and JA stress. In comparison, the up-regulation of differential expressed genes occurred much earlier, with higher transcript levels in the JA treatment (about 6 h later) than in the SA treatment (beyond 24 h). These results provide valuable information for directing metabolic engineering efforts to improve astaxanthin biosynthesis in *H*. *pluvialis*.

## Introduction

*Haematococcus pluvialis* is a unicellular freshwater microalga and has been well known as a rich, natural resource of the high-value carotenoid astaxanthin. Its astaxanthin (3, 3'-dihydroxy-ß-carotene-4, 4'-dione) is the most powerful natural antioxidant and is highly demanded in the nutraceutical and aquaculture fields [1]. Although it can also be produced by other resources (e.g., yeasts, higher plants and aquaculture wastes), the astaxanthin production of *Haematococcus* is up to 4% of cellular dry weight (DW), which is much higher and more efficient than other sources. Therefore, the astaxanthin of *H*. *pluvialis* is of huge commercial importance and has attracted significant scientific attention in recent years [2].

Since the astaxanthin can be dramatically accumulated in the algal cells when *H*. *pluvialis* is exposed to stress, such as high light intensity, high temperature, low levels of oxygen and/or chemical substances [3–7], astaxanthin accumulation is also part of a self-protection process [2]. However, the genetic details and regulations of the induced biosynthetic routes leading to the astaxanthin accumulation are still not well understood. Therefore, a genome-wide survey, along with differential gene expression analysis, would be necessary to identify all genes involved in *H*. *pluvialis* astaxanthin biosynthesis. Particularly, comparative analysis of genes’ expression profiles can facilitate identifying key regulatory genes, and also associated metabolic pathways. Regarding this, comparative enzymatic inductions of Jasmonic acid (JA) and salicylic acid (SA) can provide a useful approach to investigate the expression profile details.

JA and SA are important hormones in stress-related signaling pathways of plants [8], especially in plants’ defense via phytohormone signal transduction [9]. Similarly, hormones SA and JA can also induce self-protection on microalga *H*. *pluvialis*. Our previous studies have reported that they both can induce higher transcriptional expression levels of carotenogenesis genes (*ipi-1*, *ipi-2*, *psy*, *pds*, *lyc*, *bkt*2, *crt*R-B and *crt*O), resulting in higher astaxanthin productivity on *H*. *pluvialis* [6, 7]. However, the relevant genes showed different genetic expression patterns when *H*. *pluvialis* was stressed by the same dose of JA and SA. For example, with JA induction, *psy*, *pds*, *crt*R-B, *lyc*, *bkt2* and *crt*O were up-regulated at the transcriptional level only, and *ipi-1*, *ipi-2* were up-regulated at both transcriptional and post-transcriptional levels. Nevertheless, with SA stress, genes of *ipi-1*, *ipi-2*, *psy*, *crt*R-B, *bkt* and *crt*O were up-regulated at transcriptional level, *lyc* was at post-transcriptional level, and only *pds* was at both transcriptional and post-transcriptional levels. Moreover, the induced astaxanthin production was also different between SA and JA inductions [6, 7]. To date, how microalgae respond to hormone stress at the molecular level is largely limited and the relevant pathways have also not been fully documented. Therefore, it is still unclear whether there are any different genomic and metabolic features of astaxanthin biosynthesis between SA and JA enzymatic inductions on *H*. *pluvialis*.

To obtain microalgae functional genomics information, transcriptome sequencing represents an essential and efficient approach [10]. In fact, microalgal transcriptome research has made progress in recent years. For example, the sequencing and *de novo* transcriptome assembly on *Dunaliella* microalga have identified the key pathways and important genes for biofuel production [10]. The transcriptome analysis has been conducted on a cold Arctic strain of *Chlamydomonas* sp. [11], showing the responsible genes for cold tolerance, photosynthesis activity and fatty acid (FA) biosynthesis, and also identifying the putative homologs of antifreeze protein in microalgae. Similarly, the lipid metabolism on *Nannochloropsis sp*. [12], H_2_ photoproduction in *Chlamydomonas moewusii* and *C*. *reinhardtii* during the dark anaerobic induction [13] have also been investigated via their individual transcriptomic profiles for better understanding on the functional genes and associated pathways. Coupled with an advanced next-generation sequencing method, these transcriptome sequencings only target coding DNA. With less sequencing requirements, transcriptome sequencing can have large transcriptome coverage depth and largely facilitate the *de novo* assembly of transcriptomes [10].

RNA sequencing (RNA-seq) is a popular deep sequencing technology for analyzing entire transcriptomes. High-through DNA sequencing can produce a library of short cDNA reads that can then be aligned to a reference genome or transcriptome or can be assembled *de novo* without knowing the genome sequence of a given organism [2]. Therefore, RNA-seq is very attractive for the study on *H*. *pluvialis*. RNA-seq cannot only provide a genome-scale transcription map of transcriptome structure, but also the level of transcriptional expression of individual genes [2, 14]. These techniques can significantly improve our understanding of astaxnathin biosynthesis in *H*. *pluvialis* at the genetic modulation level.

In the present study, the transcriptomes of *H*. *pluvialis* were sequenced using Illumina Hiseq2000, to inspect the regulation of metabolic pathways and differential expressions of genes under JA or SA stress. RNA-Seq was applied for transcriptomic profiling. The assembled sequences and singletons were subjected to BLAST similarity searches and annotated with Gene Ontology (GO), Encyclopedia of Genes and Genomes (KEGG) and Kyoto Orthology Genomes (KOG) identifiers. Based on the NCBI database, the results of Blastp and GoPipe were used to interpret the functions of the assembled unigenes. A combination of Transcriptome Factors (TFs) would demonstrate the hormonal signal pathways regulated by SA and JA inductions. The comparative analyses of JA and SA inductions at transcriptional levels will provide additional valuable information for deciphering the transcriptional regulatory networks in *H*. *pluvialis*, and directing metabolic engineering efforts towards valuable astaxanthin production.

## Results and Discussion

### Sequencing and assembling analyses in *H*. *pluvialis*

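Cultures of *H. pluvialis* were treated with JA or SA at 25 mg/L and sampled after 1, 6 and 24 h, and an untreated culture served as the control. This gave 7 libraries (N, JA1, JA6, JA24, SA1, SA6 and SA24) with 1 library per condition, so that no spread between replicates can be given for any value. The authors sequenced the libraries as paired-end reads, filtered the reads by quality, assembled them with Trinity, predicted open reading frames with GetORF and assigned Gene Ontology (GO) terms with Blastp and GoPipe. The data used here are the resulting annotation table of the assembly. It pairs each annotated sequence with a GO identifier, the name of the GO term and a letter for the GO domain, in 39529 lines. The table names no library and holds no read count, so the depth of each library, the RPKM values and the comparisons between JA, SA and control are not analysed here. Each identifier gives the Trinity component and the sequence within the component, followed by a last number that was read here as the number of the reading frame. The paper does not describe the identifiers. Sequences were counted by these identifiers as they are written, and a GO term was counted for a sequence only where the table lists that term itself.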

The sequencing yielded about 12,000,000 raw reads in each sample (Table 1) and the accession number of the relevant sequencing data have been reported to GSE71986. The pre-assembly process of trimming and cleaning for quality control produced about 95% clean reads with 100 nucleotides of average length in each. These clean reads were further assembled into contiguous sequences (contigs), and the longest sequence of a subgroup was used as the unigene reference. As a result, a total of 108,558 unigenes was obtained, with lengths ranging from 201 bp to 16,073 bp, but the majority was between 200 bp and 500 bp in all the samples (Fig 1). A similar study on *H*. *pluvialis* obtained 1,453,995 contigs [2], which was many more than the value in this study. Since they used photooxidative stress for astaxanthin induction [2], the different number of contigs identified in our study further indicates that the metabolic modulation induced by hormone stress should be also different.

**Table 1:** Summary of Illumina sequencing results in *H*. *pluvialis*.

Sample	N	JA1	JA6	JA24	SA1	SA6	SA24
Reads number	12000000	12000000	11115006	12000000	12000000	10254848	11160428
Clean data	11375873	11560564	10591620	11305200	11450532	9936370	10610254
	94.80%	96.34%	95.29%	94.21%	95.42%	96.89%	95.07%
average length	100	100	100	100	100	100	100

**Fig 1:**
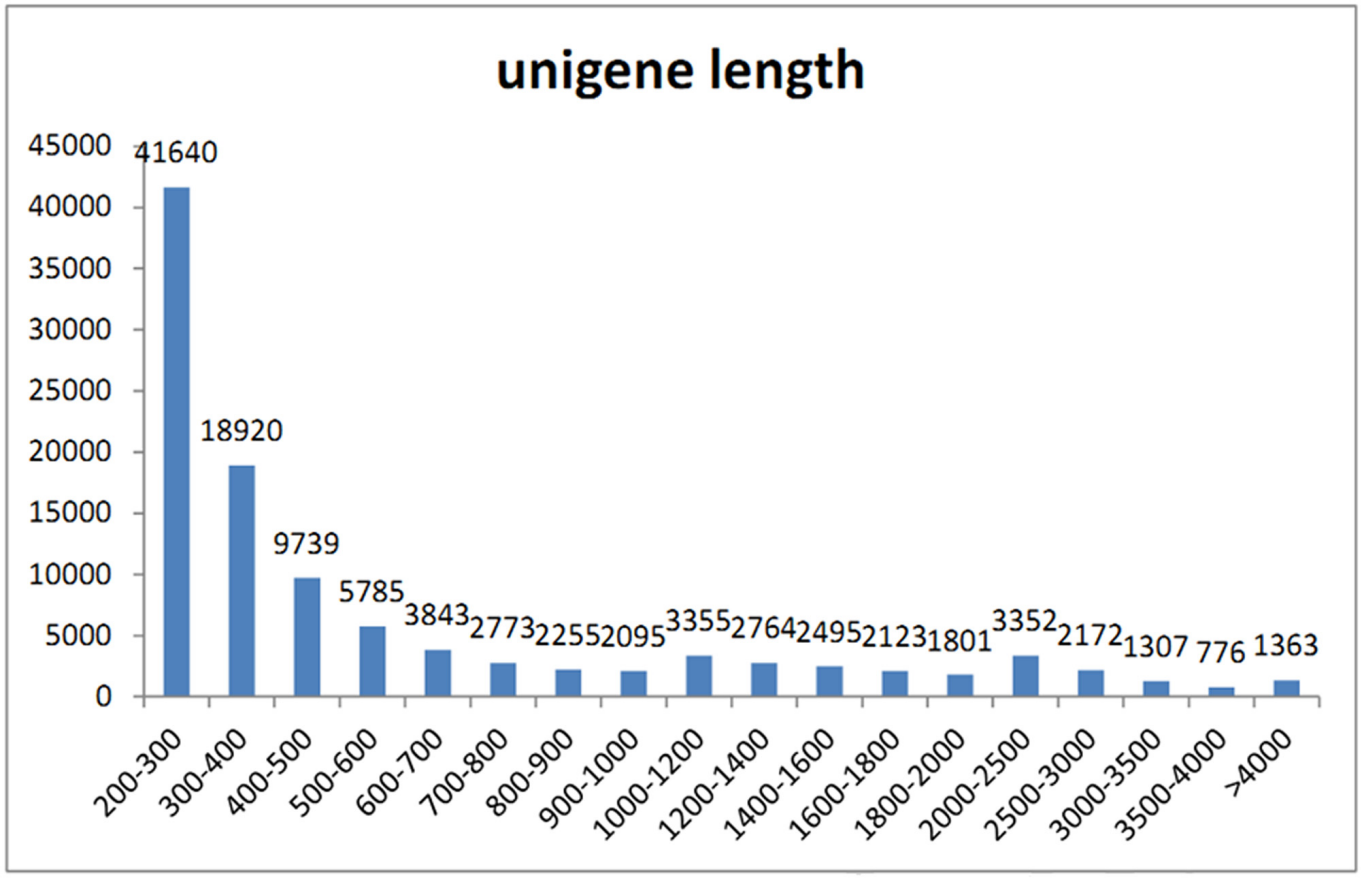
The distribution of unigene length on *H*.*pluvialis*. The -ais indicates gene length and the y-ais indicates gene number.

Based on the gene2go analysis, there were 56,077 unigenes (51.7%) and/or 6,812 protein-encoding genes matching 39,522 Gene Ontology (GO) terms. These unigenes were classified into 3 categories: cellular component, biological process and molecular function, which included 58 subcategories in total (Fig 2). 

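In the annotation table, 6812 sequences carried at least 1 GO term. Each of them was a reading frame of a different Trinity sequence, and together they came from 6164 Trinity components. No line was repeated, so the lines were all distinct pairs of a sequence and a GO term. These pairs used 3681 distinct GO terms, of which 1316 were listed for 1 sequence each. The other 2365 terms were listed for 2 or more sequences. A sequence had a median of 5 terms, with quartiles of 4 and 7 and a mean of 5.80. Only 1 term was listed for 190 sequences, and 20 or more terms were listed for 51 sequences. The largest numbers of terms were 48 for comp59269_c0_seq1_9 and 45 for comp56729_c0_seq2_33. With 1 count per Trinity component, the number of pairs was 36188. Leaving out the 3 root terms of the ontology removed 4 sequences that had no other term.

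**Figure D1:**
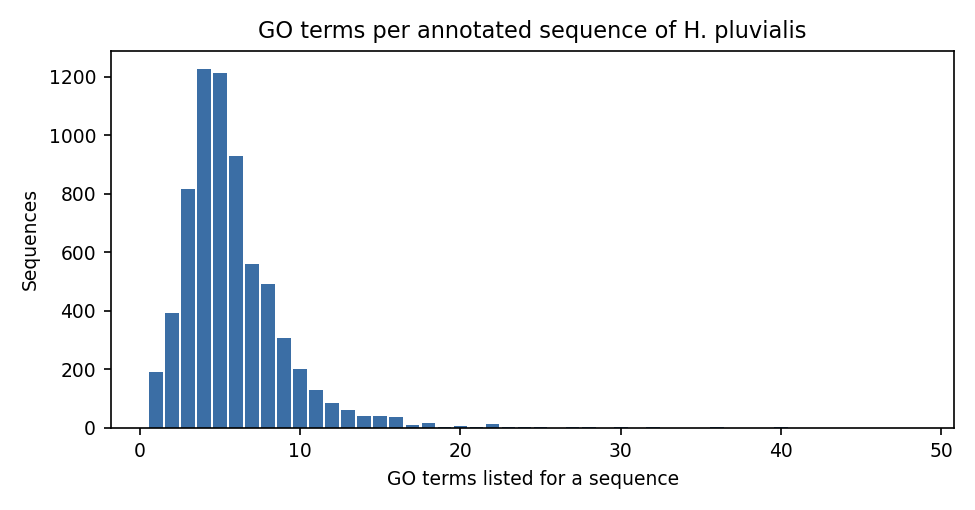
Number of GO terms listed for a sequence (x axis) against the number of sequences with that many terms (bars, y axis), for the 6812 annotated sequences of the assembly. The median is 5 terms and the largest number is 48.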

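Terms of the molecular function domain were listed for 6413 sequences (94.1% of the annotated sequences), terms of the biological process domain for 6189 (90.9%) and terms of the cellular component domain for 5695 (83.6%). Terms of all 3 domains were listed for 5075 sequences (74.5%). A further 1335 sequences (19.6%) had terms of 2 domains, and 402 (5.90%) had terms of 1 domain. The most frequent pair of domains was biological process with molecular function, in 872 sequences. The biological process domain had the most distinct terms, 1994, compared with 1188 for molecular function and 499 for cellular component. Molecular function accounted for 15115 pairs of sequence and term, biological process for 14329 and cellular component for 10085. Counted by Trinity component, the domains held 5809 components for molecular function, 5623 for biological process and 5179 for cellular component. The grouping of these terms into the subcategories of Fig 2 needs the parent terms of the ontology, which are not used here.

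**Figure D2:**
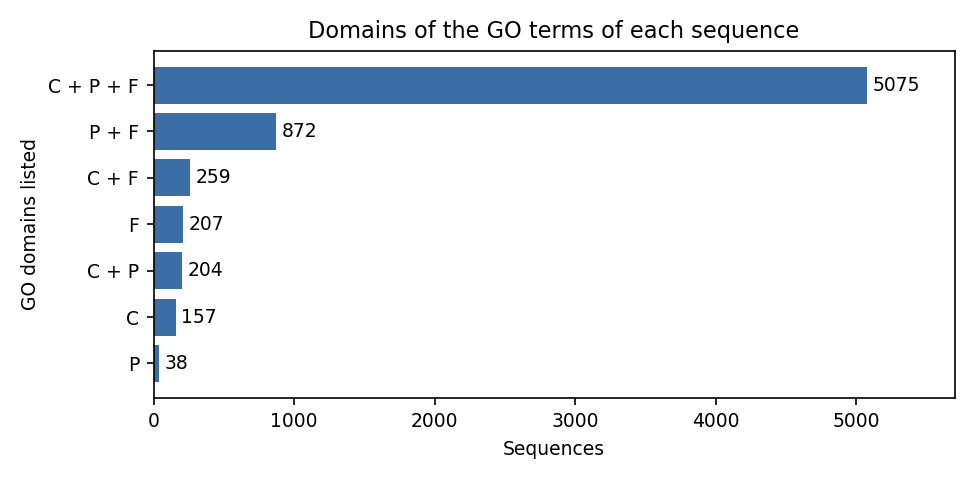
Number of sequences (x axis) for each combination of GO domains listed for a sequence (y axis), where C is cellular component, P is biological process and F is molecular function. Each sequence is in 1 bar, and the bar for all 3 domains holds 5075 sequences.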

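Of the names that Fig 2 gives to its largest subcategories, cytoplasm was listed as a term in its own right for 1247 sequences (18.3% of the annotated sequences). The term intracellular was listed for 85 sequences (1.25%), catalytic activity for 23 (0.338%) and cellular process for 5 (0.0734%). No sequence was listed with a term named cell. Matching the words in any term name gave 678 sequences for cell and 217 for intracellular. The widest change came from word lists that assign terms to a subcategory, chosen after seeing the data, which gave 5613 sequences for cell. For the pairs of a specific term and its parent that were examined, the table listed the specific term alone. Of the 178 sequences with chloroplast thylakoid membrane, 0 also listed chloroplast. Likewise, 0 of 352 sequences with cytosol, 0 of 332 sequences with mitochondrion and 0 of 402 sequences with chloroplast also listed cytoplasm.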

The top five identified subcategories were cell, cellular process, intracellular, catalytic activity and cytoplasm, which possessed 5600 (~9.99%), 5302 (~9.45%), 5242 (~9.35%), 4407 (~7.86%) and 4195 (~7.48%) unigenes, respectively. All the unigenes were further analyzed via KEGG pathway prediction (http://www.genome.jp/kegg/), aimed at interpreting the majoring biochemical pathways and signal transduction involved in astaxanthin inductions. KEGG pathway analysis is an alternative approach for categorising gene functions with an emphasis on biochemical pathways [2]. It showed that upon JA and SA treatments there were a total of 8,668 unigene-related proteins and/or 22 metabolic pathways identified in *H*. *pluvialis* (Figs A and B in S1 File). It was indicated that there were more protein-encoding genes involved in the metabolism of carbohydrate, energy and amino acids once *H*. *pluvialis* cells were exposed to JA and SA inductions. In addition to the signal transduction, the results revealed that the stress response to the hormone induction in *H*. *pluvialis* was also more relevant to cell growth/death of cellular processing and genetic translation information. This is consistent with our previous study on salinity stress where *Haematococcus* cells transformed to aplanospores with up-regulations of carotenogenesis genes, along with astaxanthin accumulation [15].

**Fig 2:**
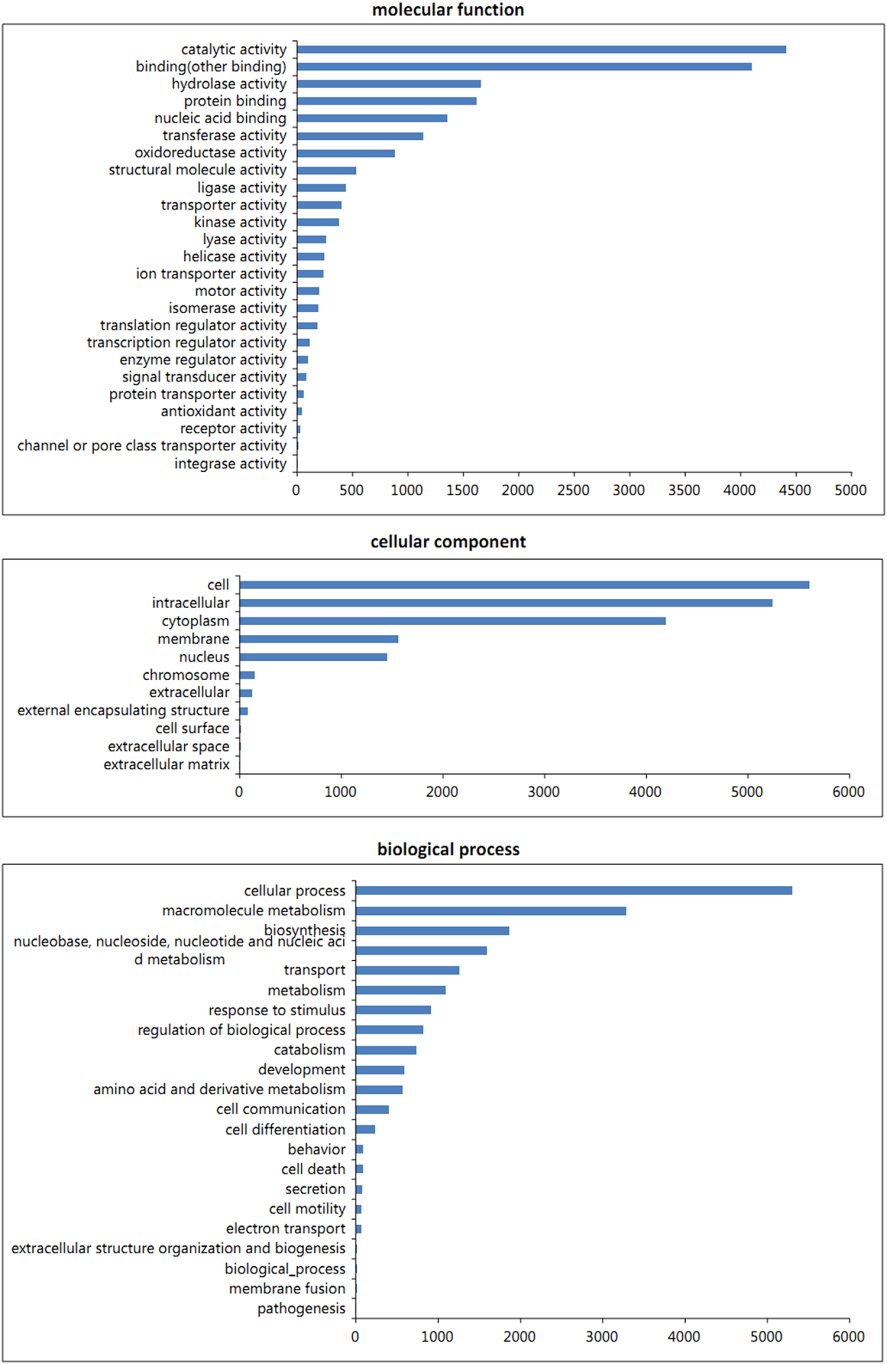
Gene Ontology (GO) classification of unigenes in *H*. *pluvialis*: molecular function (A), cellular component (B) and biological process domains (C). (The -ais indicates the subcategories and the y-ais indicates the number of unigenes).

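The term listed for the most sequences was ATP binding, with 1917 sequences (28.1% of those annotated) in 1719 Trinity components. It was followed within molecular function by protein binding with 1062 sequences (15.6%), metal ion binding with 745 (10.9%), structural constituent of ribosome with 452 (6.64%) and RNA binding with 429 (6.30%). In the cellular component domain, cytoplasm was followed by nucleus with 917 sequences (13.5%) and integral to membrane with 675 (9.91%). In the biological process domain, oxidation reduction was listed for 653 sequences (9.59%) and translation for 515 (7.56%). Together with cytoplasm, these are the 10 terms with the most sequences in the table.

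**Figure D3:**
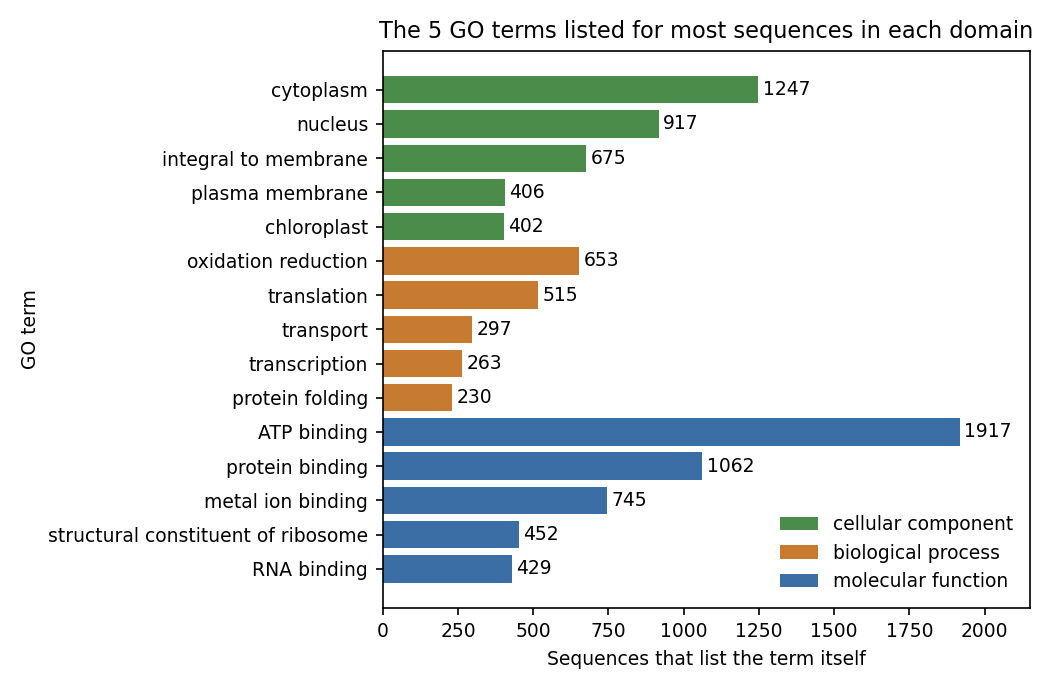
Number of sequences that list a GO term itself (x axis) for the 5 terms with the most sequences in each GO domain (y axis, coloured by domain). ATP binding has the longest bar, 1917 sequences, and protein folding the shortest, 230 sequences.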

### The transcription factors involved in hormone stress

Many proteins serve as regulators and transcription factors by gene expression and associated signaling pathways, so the transcription factors (TFs) play very important roles in responding to environmental stress and controlling development [9,12]. In alignment with the regulation of metabolic pathways, theoretically, over-expression of TFs is more precise to indicate overproduction of target bioproducts [16].

The comparative transcriptome analysis in *H*. *pluvialis* between control and hormone induction highlighted 59 unigenes as putative transcription factors in response to hormone stress. They were assigned to 26 families (Table 2). It is worth noting that there are 12 plant-specific TF families: MYB, bHLH, bZIP, C2H2, C3H, E2F-DP, HSF, MADS, Jumonji, SET, WRKY and ERF. Based on the *Arabidopsis* Gene Regulatory Information Server (AGRIS) Database, they possess different biofunctions. For example, zinc finger proteins (incl. C2H2) were responsible to environmental stimuli [17] and regulate diver cell functions like proliferation and apoptosis [12]; basic region/leucine zipper motif (bZIP) could regulate pathogen defense, light and stress signaling in plants [12]. Similarly, the AP2 family was involved in the regulation of disease resistance pathways [18, 19]. The ethylene response factor (ERF) and WRKY played a role in regulating biotic and abiotic stress response [18, 20, 21], including plant hormones challenges of JA, SA and ethylene (ET) [9, 18]. It has been reported that E2F-DP, TBP, Jumonji, and SET TFs were of minor importance in microalgae [16], whereas some (e.g. MYB, AP2, ERF, WRKY, HSF) were associated with hormone signaling in green microalgae *Chlamydomonas reinhardtii* [22].

**Table 2:** Up and down regulated genes involved in carotenoid pathway analysis.

KEGG Orthology category description	JA1-N	JA6-N	JA24-N	SA1-N	SA6-N	SA24-N
ZDS, crtQ; zeta-carotene desaturase [EC:1.3.5.6]	**/**	**up**	**up**	**/**	**/**	**up**
LUT1, CYP97C1; carotene epsilon-monooxygenase [EC:1.14.99.45]	**/**	**/**	**/**	**/**	**/**	**/**
ZEP, ABA1; zeaxanthin epoxidase [EC:1.14.13.90]	**/**	**down**	**/**	**/**	**/**	**down**
Z-ISO; zeta-carotene isomerase [EC:5.2.1.12]	**/**	**/**	**/**	**/**	**/**	**/**
lcyB, crtL1, crtY; lycopene beta-cyclase [EC:5.5.1.19]	**/**	**/**	**/**	**/**	**/**	**/**
LUT5, CYP97A3; cytochrome P450, family 97, subfamily A	**/**	**/**	**/**	**/**	**/**	**/**
(beta- ring hydroxylase) [EC:1.14.-.-]	**/**	**/**	**/**	**/**	**/**	**/**
lcyE, crtL2; lycopene epsilon-cyclase [EC:5.5.1.18]	**/**	**/**	**/**	**/**	**/**	**/**
LUT1, CYP97C1; carotene epsilon-monooxygenase [EC:1.14.99.45]	**/**	**/**	**/**	**/**	**/**	**/**
PDS, crtP; 15-cis-phytoene desaturase [EC:1.3.5.5]	**/**	**/**	**up**	**/**	**/**	**up**
crtZ; beta-carotene 3-hydroxylase [EC:1.14.13.129]	**/**	**up**	**up**	**/**	**/**	**up**
crtISO, crtH; prolycopene isomerase [EC:5.2.1.13]	**/**	**/**	**/**	**/**	**/**	**/**
crtB; phytoene synthase [EC:2.5.1.32]	**/**	**up**	**up**	**/**	**/**	**/**

Apparently, these 26 TFs have a high possibility to participate in SA- and JA-dependent signal pathways in *H*. *pluvialis*. Moreover, they may have different contributions to astaxanthin accumulation in this green microalga, based on their different numbers of unique transcripts (Table 3). The most abundant family was Myb proteins in this study. In higher plants, this family is one of the largest TF families in response to biotic stresses [23], and also a high-level TF can affect other TFs, regulating a broad range of genes [24]. Therefore, the remarkable expression of Myb family in *H*. *pluvialis* is likely to play an important role in enhancing the astaxanthin/carotene biosynthesis. However, further study for the characterisation of these TFs modulating hormone signal pathways is needed on the astaxanthin biosynthesis in *H*. *pluvialis*.

**Table 3:** Transcription factor families identified in *H*. *pluvialis*.

Transcription factor family	No. of unique transcripts	Transcription factor family	No. of unique transcripts
Myb	9	Zinc finger	2
CCAAT	7	MADS	2
GATA	4	MBF1	2
TBP	4	MYB-related	1
E2F/DP	3	NF-YB	1
C3H	2	NF-YC	1
NF-X1	2	TALE	1
ERF	2	HSF	1
Jumonji	2	B3	1
M-type	2	SNF2	1
SET	2	WRKY	1
bZIP	2	bHLH	1
AP2	2	C2H2	1

### Differential expressed genes of *H*. *pluvialis* upon JA and SA inductions

When the abundances of transcripts were normalised into RPKM, it showed that the different-expressed genes in control, SA and JA-induced groups, were 75,146, 102,798 and 98,082 unigenes, respectively. In both JA and SA treatments, the mount of differential expressed genes also varied between different sampling times (Fig 3). There were 77316, 60909 and 65313 unigenes identified in SA1, SA6 and SA24, respectively but each individual had 65850 (87.6%), 48574 (64.6%) and 49077 (65.3%) genes shared with the control. Under the JA induction, there were were 76216, 73164, 62799 unigenes in JA1, JA6 and JA24, respectively and they had 64914 (86.4%), 58234 (77.5%) and 52902 (70.3%) unigenes similar to the control (Fig 3). These results demonstrate that longer treatment times could induce more differential expressed genes in both JA and SA treatments. Moreover, the number of differential unigenes continuously increased under the JA treatment, but became stable or slightly declined after 6 hrs in the SA treatment. However, they both showed that the most dynamic change happened after 6 hrs.

**Fig 3:**
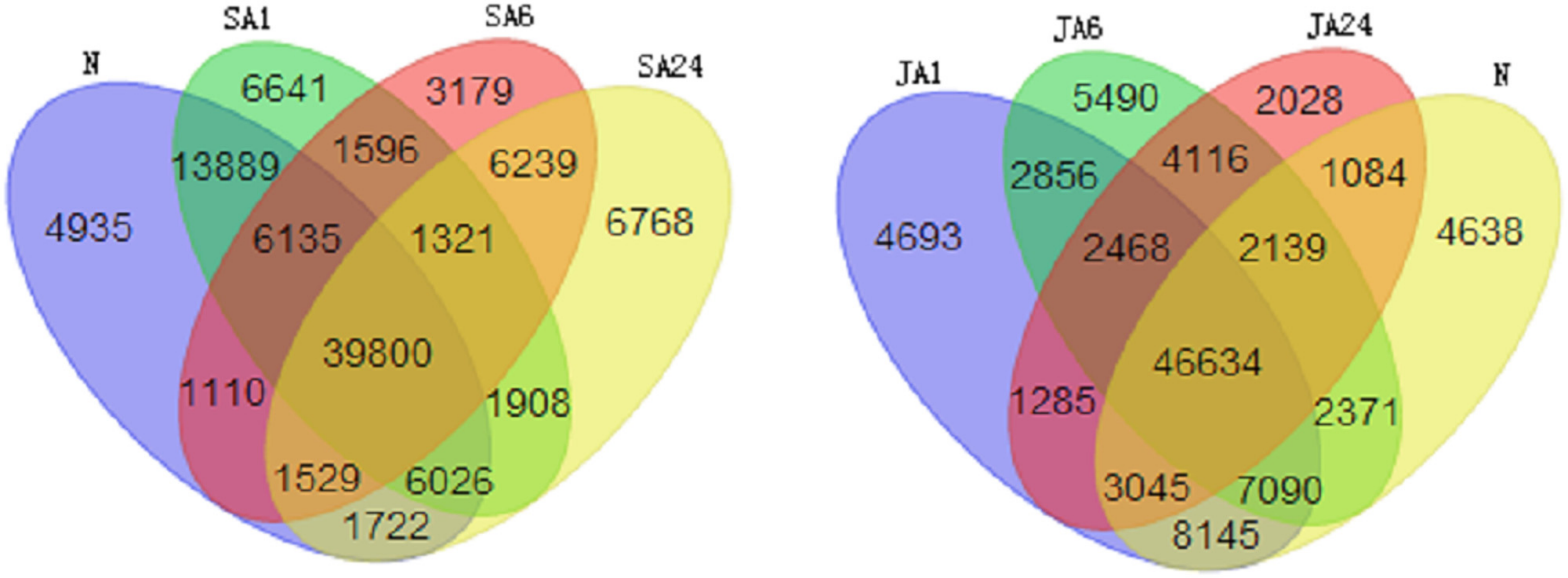
Venn diagrams showing genes unique and shared between different treatments in *Haemotococcus pluvialis*. Each colour represents a sample (as labelled) and the numbers indicate the amount of genes in the region. (A) Comparative result of SA-treated samples (SA1, SA6 and SA24) and the control (N); (B) Comparative result of JA-treated samples (JA1, JA6 and JA24) and the control (N).

The significant differential-expressed genes were further identified with the standard of both q value (FDR, false discovery rate) <0.001 and p value <0.001. Based on these significant values, the number of differential up-regulated genes gradually increased from SA1 to SA24, showing the maximum number of 264 unigenes in SA24 (Fig 4). However, the most up-regulated genes in JA samples occurred in JA6 with 889 unigenes, increasing sharply from 14 of JA1 then reducing slightly to 862 of JA24. A similar pattern was also observed on those down-regulated genes in JA-induced groups. It also peaked in JA6 (305). The down-regulated genes in SA-induced groups varied differently from up-regulated genes. They dramatically elevated from SA 1 (58), reaching the maximum level in SA6 (892), then declined in SA24 (745). These results further revealed that the JA and SA treatments had induced different genetic regulations on *H*. *pluvialis*. In comparison, JA induction had more up-regulated unigenes, whereas SA treatment had more down-regulated unigenes.

**Fig 4:**
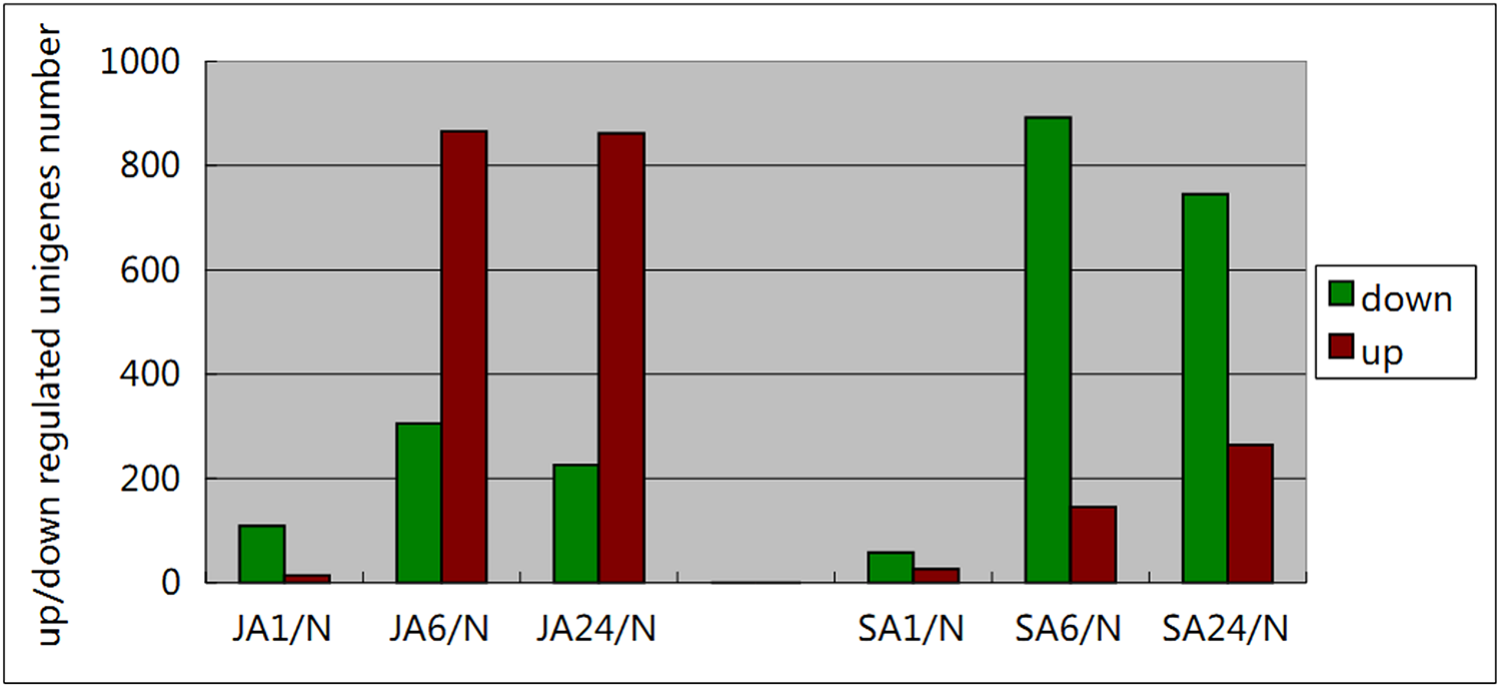
The number of up-regulated (red) and down-regulated (green) unigenes in *Haematococcus pluvialis* on JA and SA treatments.

This result was consistent with the hierarchical cluster analysis using heatmap, showing the gene expressed profiles were most different (up-and down-regulations) at SA6 and JA6 (Fig 5). Similarly, another study on the red seaweed *Chondrus crispus*, in response to Methyl Jasmonate (MeJA) treatment, also showed most dynamic responses occurred after 6 h [25]. Such a delay is probably related to these chemicals needing a bit of time to penetrate the algal cell walls. The analysis on the differential expressed genes revealed that hormone-induce-related unigenes in *H*. *pluvialis* were more up-regulated in the JA treatment and down-regulated in SA treatment, and they become abundant between 6 and 24 hrs.

**Fig 5:**
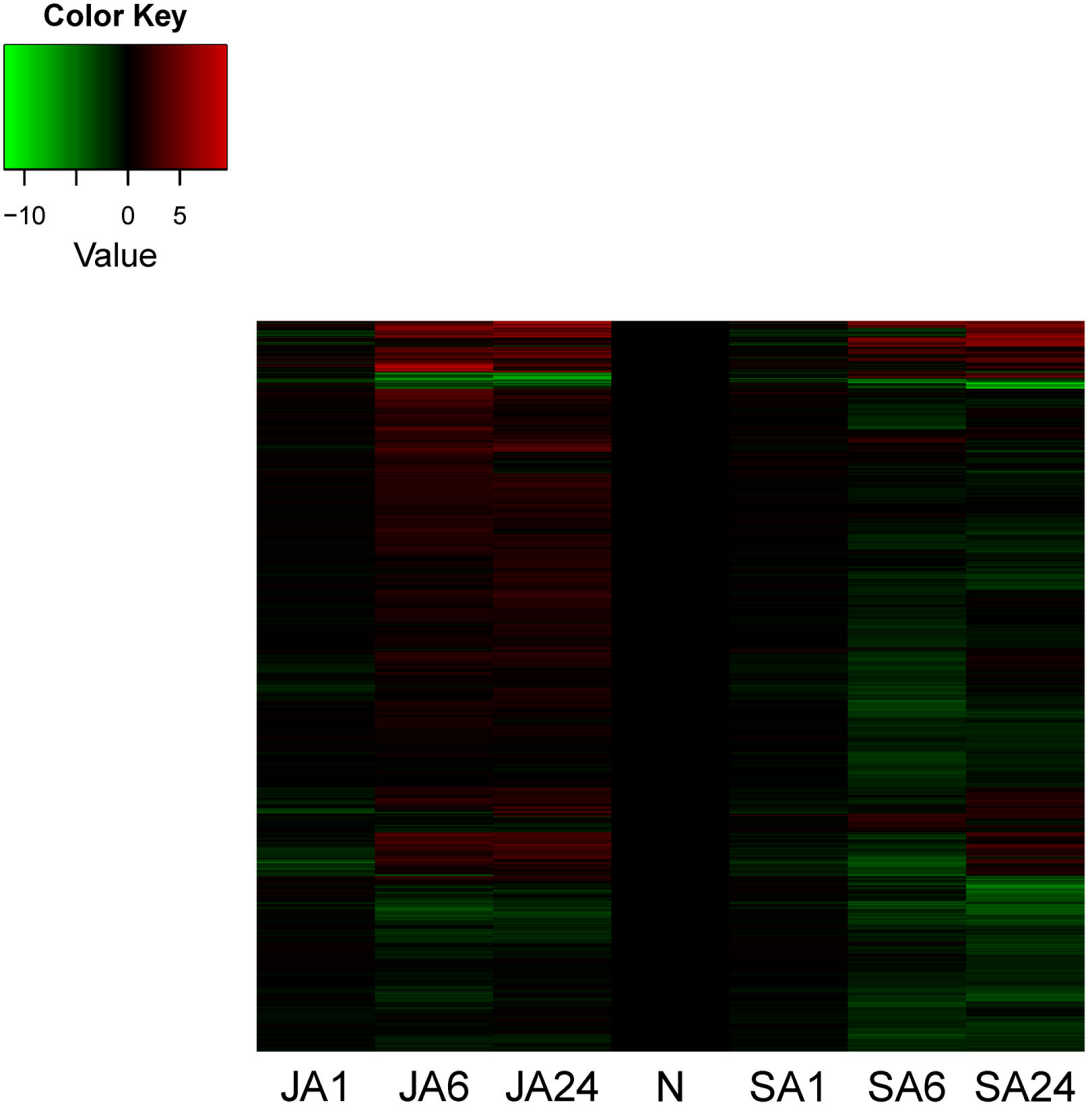
Heatmap of differentially epressed genes in *Haematococcus pluvialis* under SA and JA treatments. Each line represents an individual gene; the red and green lines represent the relative rise level and decline level of gene epression compared to the control level.

### Carotenoid metabolic difference between JA and SA inductions

Through the analysis of a pairwise samples comparison, there were 12 unigenes identified in the carotenoid metabolism (Table 3). As stated in previous literature, the reaction from two GGPP molecules into phytoene was catalysed by phytoene synthase (*crtB/psy*) [15]. The successive desaturation reactions were phytoene catalysed by phytoene desaturase (*pds*) and ζ-carotene desaturase (*zds*), then the cyclization of lycopene into β-carotene was catalysed by lycopene β-cyclase with *crt*L-b (*lcy*) gene encoding. The *crt*R-b was responsible for adding two hydroxy groups to C3 and C3' of β-carotene [26]. Zeaxanthin epoxidase (*zep*) was responsible for the epoxidation of zeaxanthin, catalysing the conversion of zeaxanthin to antheraxanthin and violaxanthin [27]. The carotene isomerase (Z-ISO) could catalyse *cis* to *trans* conversion of carotenes [28]. One of carotene isomerases (*crt*ISO) also had a similarity to *cis*-to-*trans* isomerisation [29]. The pro-lycopene was further isomerized by *crt*ISO to yield all-*trans*-lycopene, and then cyclized to be β-carotene [30]. In this study, only 5 genes (*zds*, *pds*, *crt*Z, *crt*B and *zep*) showed significantly differential expressions (Table 2), and also some differences were detected on the expression patterns of these unigenes between JA and SA treatments.

In comparison, these unigenes were regulated earlier in JA treatment. Their differential expressions started in JA6 and were sustained to JA 24, whereas it was only detected in SA24. The gene *crt*B was up-regulated in the JA treatment, rather than in the SA treatment. Zeaxanthin epoxidase (ZEP) was down-regulated in both treatments, but at different times (JA6 vs. SA 24). In this regard, it seems that the carotenoid metabolism was modulated earlier by JA induction, probably more intensive as well.

### Analysis of the transcriptome involved in astaxanthin biosynthesis

The astaxanthin biosynthetic pathway is presented in Fig 6. DMAPP synthesis is thought to be catalysed by isopentenyl diphosphate isomerase (IPPI) [31]. However, two putative IPPI transcripts were not significantly up-regulated in the first 24h after JA or SA addition, which was also consistent with our previous studies [6, 7]. In the SA treatment, the transcripts of most carotenogenetic genes, including the important astaxanthin synthetic genes of *ggps*, *lcyb* and *crtO(bkt)*, did not change or down-regulated compared to the control level. In the JA treatment, these genetic transcript levels in JA1 were slightly down-regulated compared to the control level. But all the carotenogenetic genes responsible for the astaxanthin biosynthesis from DMAPP were up-regulated in JA6 and JA24 (except for *lcyb*). These results were consistent with our previous results of RT—qPCR [6, 7] that genetic up-regulation (incl. *pds*, *crt*R-B and *bkt*/*crt*O) in astaxanthin biosynthesis occurred at 6 and 24 hrs upon JA and SA hormone inductions, respectively.

**Fig 6:**
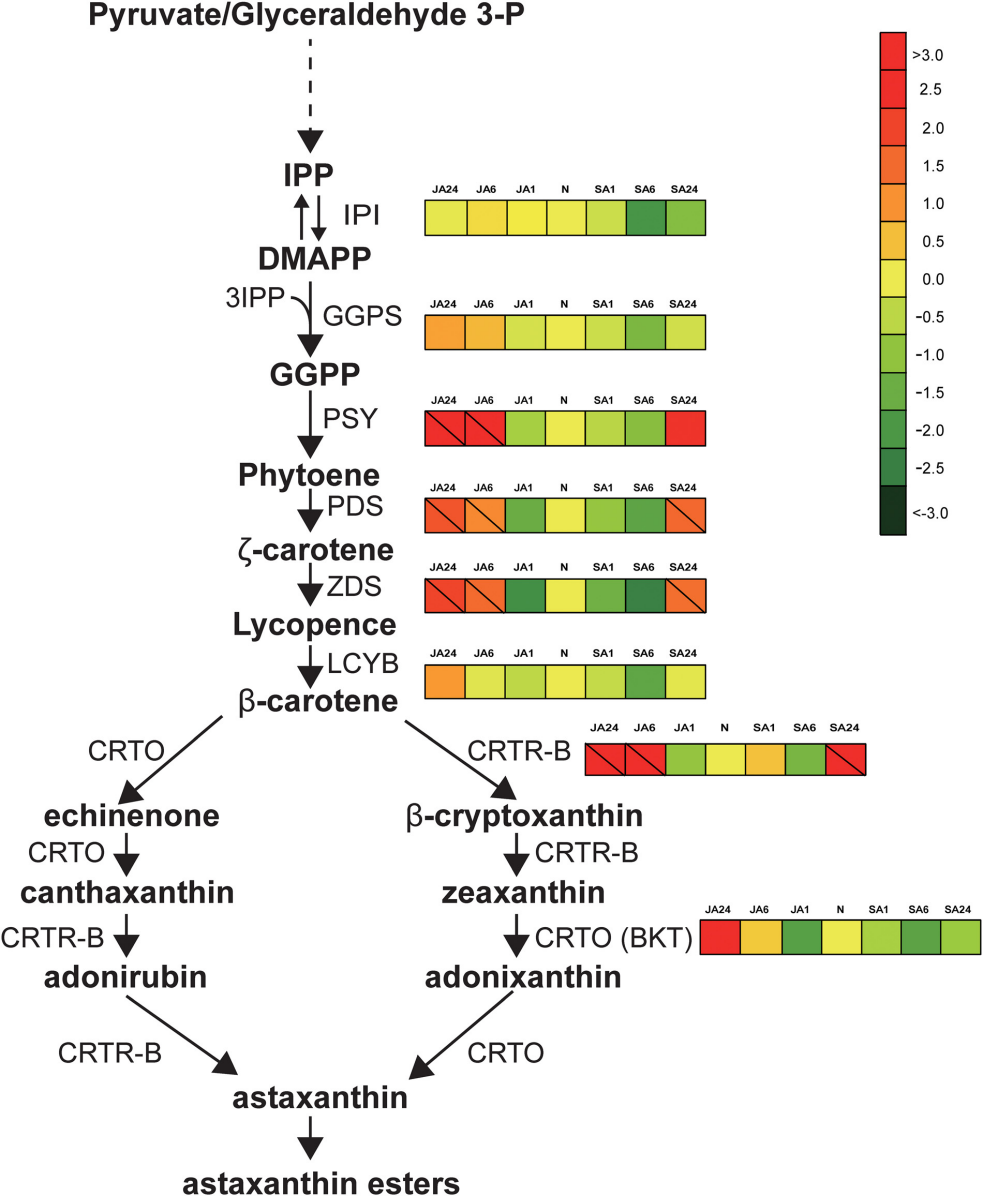
Differential epression of genes involved in the carotenoid biosynthesis pathway of*Haematococcus pluvialis*. The color chart represents up- (red) and down-regulated (green) folds. The slash in the square indicates a significant differential-epression at the level of > 2 folds, FDR < 0.001, RPKM > 20. IPI- isopentenyl diphosphate isomerase; GGPS- geranylgeranyl diphosphate synthase; PSY- phytoene synthase; PDS- phytoene desaturase; ZDS- zeta-carotene desaturase; LCYB- lycopene beta-cyclase; CRTR-B- carotenoid hydroylase; BKT/CRTO- beta-carotene ketolase.

The transcriptome analysis showed that 4 up-regulated genes (*psy*, *pds*, *zds* and *crt*R-B) exhibited notably different levels in JA24 (Fig 6). In contrast, only 3 genes (*pds*, *zds*, *crt*R-B) were up-regulated at significantly different levels in SA24. For example, the transcripts of *psy* gene was >3-fold more abundant in JA6, JA 24 and SA24 than the control levels. In addition, two genes, *pds* and *zds*, were also up-regulated by 1.0- to 2.0-fold in samples of JA6, JA 24 and SA24. The RNA-seq analysis also showed that two genes of *bkt*/*crt*O, encoding the rate-limiting steps converting β-carotene to astaxanthin, were up-regulated (>3.0-fold) in JA24, whereas the transcripts of *crt*R-B increased >3-fold in JA6, JA 24 and SA24. Our previous studies have confirmed that SA and JA inductions resulted in a higher astaxanthin production at 1.63 and 1.458 mg/L, respectively [6, 7]. So these genes were responsible for supplying different units for astaxanthin synthesis under hormone stress. In other previous reports, these genes were also up-regulated at the mRNA level when *H*. *pluvialis* were exposed to high light and salinity for astaxanthin stimulation [15, 32–34]. Therefore, these genes can play a prominent regulatory role in astaxanthin biosynthesis, and the up-regulation of these carotenogenic genes can result in astaxanthin rapid accumulation.

## Materials and Methods

### Cell culture and SA (or JA) treatment

Strain 712 of *H*. *pluvialis* was cultured in 500mL beakers, in MCM medium without aeration, under a light intensity of 25 mmol photons m^−2^s^−1^ with a 12h: 12h light/dark cycle at 22°C [6, 7]. When the cells reached the logarithmic phase (10^5^ cells ml^-1^), the culture was evenly divided into seven aliquots of 1000mL each. They were used as an experimental control (N, without addition of JA or SA), three salicylic acid (SA) treatments and three jasmonic acid (JA) treatments. The SA and JA dosages were at 25 mg/L for the induction [6, 7], and the hormone-induced cultures were sampled at 1, 6 and 24 hrs, respectively. All the samples (JA1, JA6, JA24, SA1, SA6, SA24 and control N) were centrifuge-harvested at x 8000 g, kept at 4°C for 10 min, and then stored at −80°C till subsequent analyses.

### RNA extraction

The frozen *H*. *pluvialis* cells were ground using a mortar and pestle on a tope of dry ice. Total RNA of algal cells was extracted using Trizol reagent [6, 7], digested by 10 u DNaseI (TaKaRa, Japan) at 37°C for 30min, then purified via the Dynabeads^®^ Oligo (dT) 25 kit (Life, America) according to the manual. In each sample, 100 ng of mRNA was used as a template for cDNA library construction, as below:

### cDNA library construction

cDNA synsthesis was conducted using NEBNext^®^ UltraTM RNA Library Prep Kit (NEB, America) according to the method used by Ng et al. [35]. Random Primers and first Strand Synthesis Reaction Buffer (5X) were used to crack mRNA at 94°C for 15 min. The first-strand cDNA was produced by adding Murine RNase Inhibitor and ProtoScript II Reverse Transcriptase, and subsequently incubated at 25°C for 10 min, 42°C for 50 min and 70°C for 15min. The double-stranded cDNA was synthesised by incubating with Second Strand Synthesis Reaction Buffer (10×) and Second Strand Synthesis Enzyme Mi at 16°C for 1h. The double-stranded cDNA ends were blunted at 20°C for 30 min, and then at 65°C for another 30 min. The short adaptors were ligated on both ends at 20°C for 15 min. Purification with size selection (200~500bp) was conducted using AMPure P Beads (Beckman Coulter, Brea, CA, USA). Finally, the purified samples were amplified via PCR reactions: 98°C, 10 Sec; 12–15 cycles of 98°C for 10 sec, 65°C for 30 sec and 72°C for 30 sec. After Onedrop quantification, the sequencing library was further purified by 2% agarose gel electrophoresis detection and high-sensitivity DNA chip detection.

### Illumina sequencing, assembling and annotation

Paired-end sequencing of cDNA was carried out with the Illumina Hiseq2000 platform by Shanghai Hanyu Bio-Tech. Based on quality, the clean reads were filtered from raw data then assembled into contiguous sequences (contigs) by Trinity software (version 2013-02-25). These contigs were used for gene prediction by GetORF (EMBOSS http://emboss.open-bio.org/) [36]. Similar protein-encoding genes were selected and subsequently blasted with the references of protein-encoding sequence from the NR of GenBank, Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Kyoto Orthology Genome (KOG) identifiers using Blastp. The matching annotated coding sequences were analysed for GO classification (http://www.geneontology.org/), pathway construction, epression abundance and difference analysis using GoPipe (E-value < 10^−5^) [37]. The abundances of transcripts were normalised as reads per kilobase of eonmodel per million mapped reads (RPKM). The associated metabolic pathways were analyzed and predicted by KEGG mapping [38, 39]. Based on the KOG data, putative transcription factors (TFs) were identified by searching the Arabidopsis Gene Regulatory Information Server (AGRIS) Database [12].

### Data analysis

In order to identify key regulatory genes and associated metabolic pathways involved in the hormone stress response of *H*. *pluvialis*, the comparative transcriptome analysis was carried out between control and hormone treatment groups. Meanwhile, the comparison of SA and JA samples also highlighted the differential genetic epressions in carotenoid and astaanthin biosynthesis metabolism. The comparative analysis was conducted by Student T tests on Ecel. A significance level of 0.001 was used for all tests.

## Conclusions

Summarily, time course-dependent changes in the transcriptome of unsequenced green microalga *H*. *pluvialis* showed not only a transcriptomic RNA-seq dataset, but also biological insights on the epression patterns of contigs associated with astaanthin metabolism under JA and SA inductions. A large number of related enzymes and transcription factors coding genes were identified in the carotenoid and astaanthin metabolisms. Based on 12 unigenes involved in the carotenoid metabolism, the epression patterns of 5 genes (*zds*, *pds*, *crt*Z, *crt*B, *zep*) were different between JA and SA inductions. The up-regulation of carotenogenic genes of *psy*, *pds*, *zds* and *crt*R-B correlated to ecessive astaanthin accumulation in *H*. *pluvialis* but they showed different up-regulated patterns with stress of the same level of JA or SA inductions, suggesting different metabolic pathways were involved and also different amounts of astanathin accumulation. As a pioneer study, the derived transcriptomic data and the contigs can facilitate comparative transcriptomic studies on *H*. *pluvialis* with other different stresses. Although it is the first time that some plant-specific transcription factor families (e.g., MYB, AP2/ERF, WRKY, HSF and etc) were identified in *H*. *pluvialis* in response to hormonal (JA and SA) stress, their known biofunctions can provide valuable information for directing metabolic engineering efforts towards higher astaanthin accumulation in *H*. *pluvialis*. Therefore, an in-depth functional analysis of these TFs is needed to further investigate their unique roles in stress response of *H*. *pluvialis*, coupled with astaanthin production.

## Supporting Information

S1 File The number of protein-encoding genes involved in different metabolic pathways. The left column shows different metabolic pathways and the numbers and x-axis represents the number of genes in each relevant pathway (**Figure A**). Number of genes up- or down-regulated in different metabolic pathways of *Haematococcus pluvialis* upon phytohormone induction. SA treatment (A and C); JA treatment (B and D). **(Figure B)**.
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis in Haematococcus pluvialis: Astaxanthin Induction by Salicylic Acid (SA) and Jasmonic Acid (JA)
**Source:** PLoS One. 2015 Oct 20;10(10):e0140609. doi: 10.1371/journal.pone.0140609
**Supplement:** S1 File — The left column shows different metabolic pathways and the numbers and x-axis represents the number of genes in each relevant pathway (Figure A). Number of genes up- or down-regulated in different metabolic pathways of Haematococcus pluvialis upon phytohormone induction. SA treatment (A and C); JA treatment (B and D). (Figure B).

**Supporting Information 1**

**Supporting Information Captions**

**S1 File.** The number of protein-encoding genes involved in different metabolic pathways. The left column shows different metabolic pathways and the numbers and x-axis represents the number of genes in each relevant pathway (**Figure A**). **Number of genes up- or down-regulated in different metabolic pathways of *Haematococcus pluvialis*** upon phytohormone induction. SA treatment **(**A and C); JA treatment (B and D) **(Figure B)**.

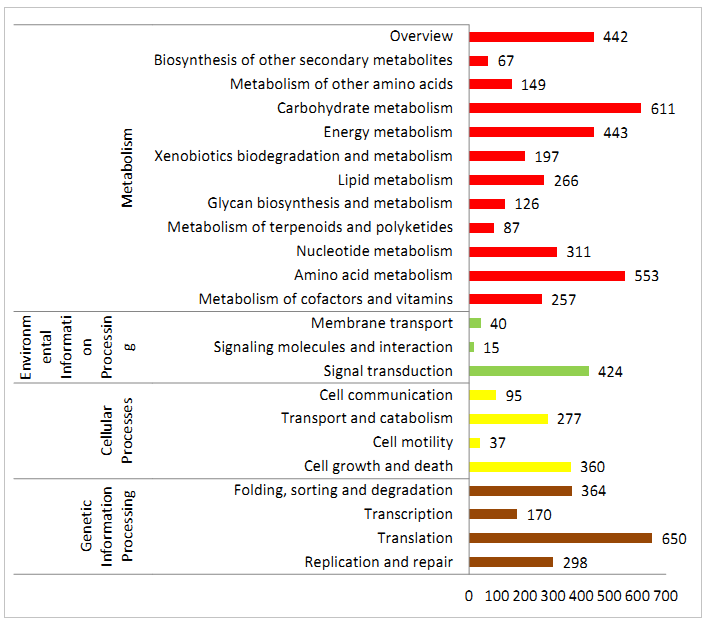

**Figure A**

**
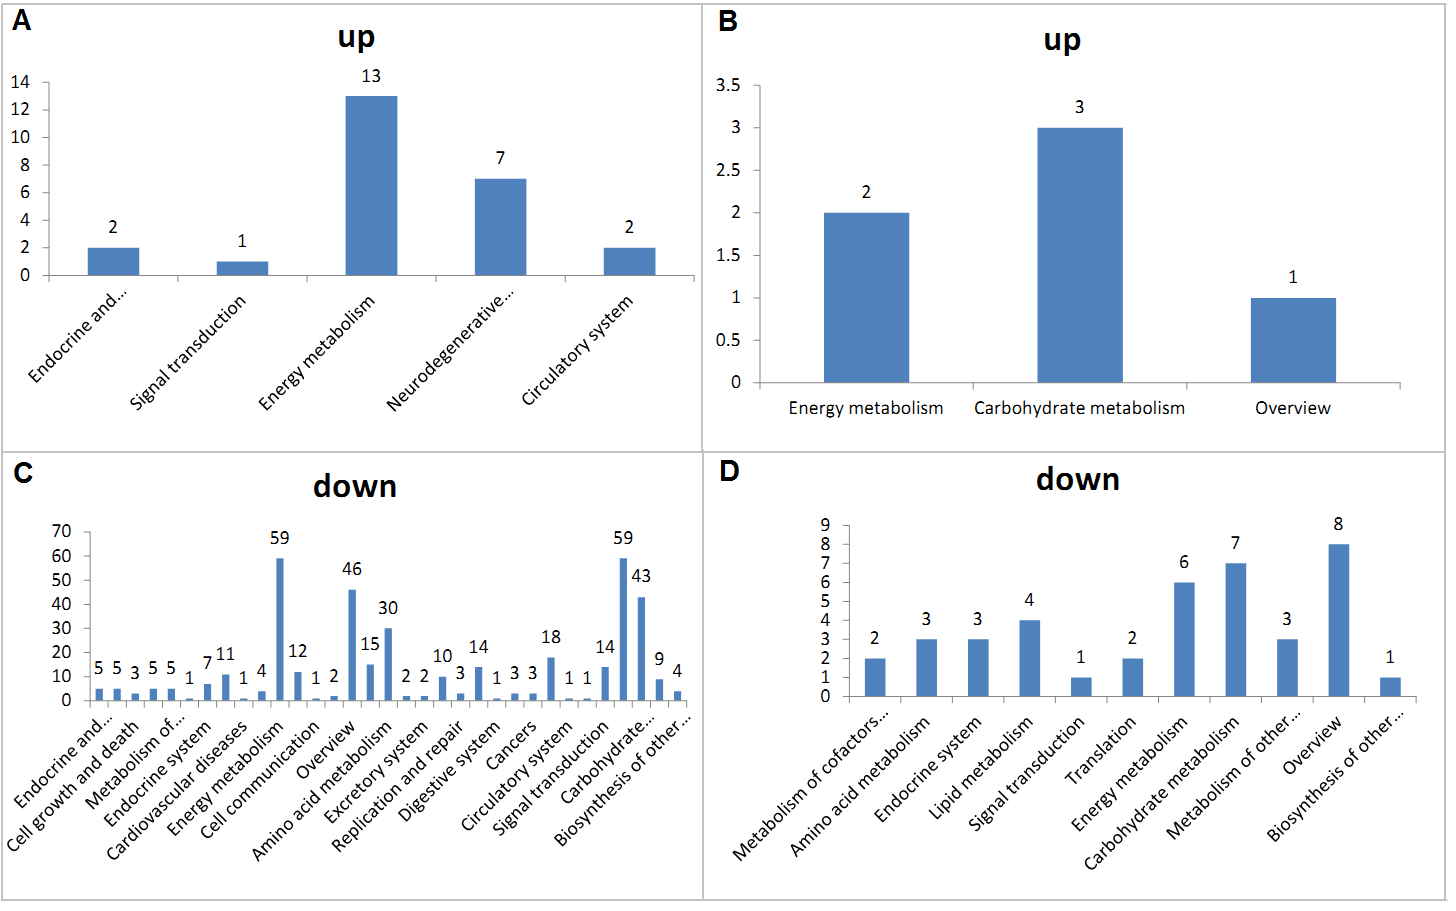
**

**Figure B**

How the deposited data were processed for this re-analysis (not part of the article)

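RNA of *H. pluvialis* was sequenced in 7 libraries, 1 for the control culture and 1 each for the cultures sampled 1, 6 and 24 h after the addition of JA or SA at 25 mg/L. The authors filtered the paired-end reads, assembled them with Trinity, predicted reading frames with GetORF, searched protein references with Blastp and assigned GO terms with GoPipe. They deposited the assignments as a table of text in 4 columns, which hold the identifier of the sequence, the GO identifier, the name of the term and the domain. The table covers the assembly of the libraries as a whole, and 0 of its columns hold values per sample. Depth per library, expression values, KEGG pathways and transcription factor families are therefore not analysed here, and no test between conditions was made. The comparison of values per sample that had been planned was not run.

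Sequences, distinct pairs of sequence and term, distinct terms and sequences per domain were counted in the table as deposited. A subcategory of Fig 2 was matched to the term of the same name. Transcription factor, carotenoid, JA and SA terms were found by words in the term names and by GO identifiers. The overlap of JA and SA terms was tested with Fisher's exact test, two-sided. Sequences of one assembly are not independent replicates, so its p-values describe the table. The alternatives set before the data were examined were a count per Trinity component, leaving out the root terms, wider word lists, terms on 2 or more sequences, and smaller backgrounds for the overlap, including sequences with 5 or more terms. A count was taken as the same within 1.5 times, and the threshold for a test was 0.05.

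After the component numbers had been seen, the sequences were also divided at component number 100000. The shares with plastid terms, the term structural constituent of ribosome (the ribosome list), axoneme, animal body, fungal, bacterial and land plant terms were compared between the parts by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over these 7 lists. The same test was run for each of the 224 terms with at least 25 sequences. It was tested on simulated data in which 20 of 224 terms of those sizes were given an odds of 4 for the upper part. It called 20 of these and 0 of the other terms. The 20 were drawn from the larger terms only, and sequences were drawn singly without regard to components. The simulation therefore does not cover changes in the smaller terms or sequences of one component with the same terms. The overlap of JA and SA terms was also tested within 5 groups of sequences by number of other terms, with an exact conditional test, one-sided, that sums the hypergeometric chances over the groups. A further alternative for the subcategories assigned terms to a subcategory by a word list. All of these choices were made after seeing the data.

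Terms named for the division by component number, and the pairs of term and parent, were chosen after the data had been seen. The other terms and sequences named in the text follow a rule written before the data were examined. It takes every subcategory, gene and transcription factor family that the paper's text names, by the name the table gives it, the 10 terms with the most sequences, the 5 sequences with the most terms, of which 2 are printed, and at most 5 terms for each word list. The paper's numbers for the subcategories had been seen when the rule was written. A reference table of 30548 genes of *Haematococcus lacustris* (assembly ASM3014472v1) matched 0 of the identifiers, so no gene names were taken from it. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.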

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

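The division by component number, its alternatives and the terms named one by one below were chosen after the data had been seen. The tests on plastid, ribosome and animal body terms were written before those lists were compared between the parts, and the tests of length on land plant and fungal terms after their values were seen.

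The paper does not report on the component numbers of the annotated sequences. Of the 6812 sequences, 3429 (50.3%) had a component number above 100000 and 3383 had a lower one, with 24 sequences between 70000 and 100000. The median number of the reading frame was 3 above and 13 below. The sequence number within the component was above 1 for 10 sequences above 100000 and for 1530 below. The parts also differed in their terms. Plastid terms were listed for 211 sequences (6.15%) above and 549 (16.2%) below, an odds ratio of 0.338 (Fisher's exact test, adjusted p = 5.99e-40). Land plant terms were listed for 43 and 92 sequences (odds ratio 0.454, Fisher's exact test, adjusted p = 3.90e-05) and fungal terms for 12 and 1 (odds ratio 11.9, adjusted p = 0.00595). Bacterial terms (21 and 12 sequences, Fisher's exact test, adjusted p = 0.227) and axoneme terms (93 and 79 sequences, adjusted p = 0.413) did not differ past the threshold. Of the 224 terms tested singly, 39 were more frequent above 100000 and 23 more frequent below after adjustment. Of these, chloroplast was listed for 121 sequences above and 281 below, and mitochondrial matrix for 122 and 61. The tests on single terms counted sequences. Above, the 3429 sequences are in 3429 Trinity components, and below, the 3383 sequences are in 2735. Annotations repeated within a component thus add to the counts below only.

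If only shorter contigs made this difference, it would vanish between parts of like length. With the reading frame number as a stand-in for length, sequences with a reading frame number of at most 5 were compared. There the odds ratio of plastid terms was 0.443 (12.9% below and 6.15% above, Fisher's exact test, adjusted p = 4.66e-07). Animal body terms also stayed past the threshold there (odds ratio 2.02, Fisher's exact test, adjusted p = 0.00290). This limit does not make the parts alike. It kept 2601 of 3429 sequences above and 597 of 3383 below, and below the share of structural constituent of ribosome rose from 6.74% to 16.4%. The remaining differences in plastid and animal body terms therefore do not exclude length. The differences in land plant and fungal terms did not stay past the threshold in this set. The odds ratio of land plant terms was 0.950 (Fisher's exact test, adjusted p = 0.832, 95% exact interval 0.405 to 2.58) and that of fungal terms 2.53 (Fisher's exact test, adjusted p = 0.826, 95% exact interval 0.367 to 109.1). Both intervals hold the odds ratios found over all sequences, so for these terms length stays open as well. Reads from another organism without a plastid are a candidate explanation. As a control for abundant proteins, it was taken to require a share of the term structural constituent of ribosome, the only term in the ribosome list, at least as high above 100000 as below. The shares were 6.53% and 6.74% (odds ratio 0.967, Fisher's exact test, adjusted p = 0.734), but the odds ratio fell to 0.602 with the boundary at 200000, to 0.783 with 1 count per component and to 0.303 among sequences with a reading frame number of at most 5. Raising the boundary to 200000 took the upper part from 3429 to 3351 sequences and those with the term from 224 to 170. The sequences in between thus list the term far more often, and the near-equal shares at 100000 rest on them. With the boundary at 200000 the shares were 5.07% above and 8.15% below. A depletion of abundant proteins is what rare or fragmented transcripts of the alga would show. These 2 explanations cannot be told apart from the annotation, since the share of this term depends on the set compared and other ribosome terms went both ways. The term ribosome was listed for 148 sequences above and 152 below, large ribosomal subunit for 28 and 11, cytosolic small ribosomal subunit for 10 and 27, and cytosolic large ribosomal subunit for 12 and 30. Another organism as the only source of the sequences above 100000 leaves the 211 with plastid terms unexplained. A mixture with sequences of the alga would leave some plastid terms there, so these 211 do not argue against it. Rare transcripts of the alga leave unexplained the more frequent animal body terms above 100000 and some terms of abundant proteins that were also more frequent there, such as rRNA binding (102 sequences above and 52 below), proteasome complex (53 and 26) and tricarboxylic acid cycle (68 and 41). Other such terms did not differ past the threshold, among them translation (268 and 247), glycolysis (71 and 49) and translational elongation (32 and 37). The libraries are pooled in the table, so no biological explanation by hormone or time was tested.

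Terms for animal bodies were listed for 339 sequences (4.98%), which the paper does not discuss. A candidate explanation is that such terms were carried over from animal proteins by sequence similarity, alike in all components. They were listed for 252 sequences above component number 100000 (7.35%) and 87 below (2.57%), an odds ratio of 3.01 (Fisher's exact test, adjusted p = 1.22e-19), which argues against an equal carry-over. Among the terms tested singly, embryonic development ending in birth or egg hatching was listed for 129 sequences above and 19 below, nematode larval development for 111 and 20, and locomotion for 55 and 4. A carry-over that differs between the parts, and sequences of another organism, stay open. No biological explanation was tested.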

How the results depend on the processing

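Every alternative for the division by component number was chosen after seeing the data: the boundary, the reading frame and the count per Trinity component. So were the word lists that assign terms to subcategories. The other alternatives, including the count per Trinity component for the other results, were set before the data were examined.

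Of 33 values under the alternatives set beforehand, 27 stayed within 1.5 times the reported count or on the same side of the test's threshold and 6 moved. Only the overlap of JA and SA terms, with 3 alternatives, has a direction, and it did not reverse. The other values are counts, which cannot reverse. With 1 count per Trinity component, the annotated sequences became 6164, the pairs 36188, the carotenoid set 22 and the transcription factor set 72. The count of distinct terms moved to 2365 when a term had to be on 2 or more sequences, because the terms on 1 sequence are left out. Matching the words of a subcategory in any term name moved cell from 0 to 678 sequences and intracellular from 85 to 217. With the wider word lists, which add terms by construction, the sequences with a transcription factor term moved from 82 to 592, those with a carotenoid term from 23 to 65, and those with a JA or SA term from 15 to 93 when other hormones were added. The odds ratio of the overlap of JA and SA terms was between 833.6 and 1537.5 under its 3 alternatives. The smaller backgrounds left the sequences with JA or SA terms as they were, so they say little about stability.

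Assigning terms to subcategories by word lists moved cell to 5613 sequences, intracellular to 5126, catalytic activity to 4379 and cytoplasm to 4250. No word list was made for cellular process. The odds ratio of the term structural constituent of ribosome above to below component number 100000 passed the threshold with the boundary at 200000 (0.602), with 1 count per component (0.783) and among sequences with a reading frame number of at most 5 (0.303). The change at 200000 came from the sequences numbered between 100000 and 200000, which often list this term. For the other changes the cause was not tested. With the boundary at 80000 the odds ratio did not pass (0.989). Among sequences with a reading frame number of at most 5, the odds ratio of land plant terms moved from 0.454 to 0.950 and that of fungal terms from 11.9 to 2.53, and neither passed the threshold. That set holds fewer sequences, 2601 above and 597 below, and whether the loss comes from their number was not tested. Under the other 3 alternatives both stayed past the threshold. The odds ratios of plastid and animal body terms kept their direction and stayed past the threshold under these 4 alternatives, and those of axoneme and bacterial terms passed it under none of them.

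The alternatives for values per sample were not run, because the table holds none. No paired analysis was possible because the counts come from a single table of the pooled assembly and not from a test between groups of samples. Sequencing depth cannot be read from the table, and its effect on which sequences were assembled was not tested.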

Differences from the paper's values

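The paper gives 56077 unigenes with a GO term, and the table holds 6812 sequences. Neither alternative set before the data were examined came within 1.5 times of the paper's value, with 6164 for 1 count per Trinity component and 6808 without root terms. Divided by the paper's 108558 unigenes, the 6812 sequences come to 6.27%, where the paper gives 51.7%, and the same alternatives gave 5.68% and 6.27%. The table lists several sequences of some components, so these sequences are not shown to be part of the 108558 unigenes, and 6.27% is a ratio of counts. The paper's number of protein-encoding genes, 6812, equals the number of sequences in the table.

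The paper gives 39522 GO terms, and the table holds 3681 distinct terms. Neither alternative came closer, with 2365 for terms on 2 or more sequences and 3681 for distinct term names. Counted as pairs of sequence and term, the table holds 39529, which is 7 more than the paper's value, so on that scale the values do not differ.

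For the subcategories, the paper gives 5600 unigenes for cell, 5302 for cellular process, 5242 for intracellular, 4407 for catalytic activity and 4195 for cytoplasm. The terms of these names were listed for 0, 5, 85, 23 and 1247 sequences in that order. No alternative set before the data were examined came within 1.5 times of these values. Assigning terms by word lists, chosen after seeing both the paper's values and the table, gave 5613 for cell, 5126 for intracellular, 4379 for catalytic activity and 4250 for cytoplasm, which are within 1.5 times of the paper's values. It leaves out cellular process, for which no list was made.

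The paper ranks cell first among its subcategories. Terms as listed and subcategories with their specific terms added are unlike, so the ranking of terms, with ATP binding first, is not set against it. Word lists were made after seeing the values, and only for cell, intracellular, catalytic activity and cytoplasm. Among these, cell had the most sequences, 5613, followed by intracellular with 5126. Cellular process, which the paper places second, had no list, so these counts do not test the paper's ranking.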

Other observations

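The tests on the parent terms, on the paper's percentages and on the bars of Fig 2 were chosen after the values had been seen. The tests on the overlap of JA and SA terms, other than the test within groups by number of terms, and on sequences of one component were written before their results were seen. The test within groups was chosen after the overlap had been seen and after other tests of the same question had proved unable to decide it.

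The counts of the paper's subcategories exceed the sequences listed with the terms of the same names. A candidate explanation is that the table lists specific terms without their parents. Of 178 sequences with chloroplast thylakoid membrane, 0 also listed chloroplast. Other pairs of term and parent in the ontology were not examined, apart from cytosol, mitochondrion and chloroplast with cytoplasm. Each percentage that the paper gives for its largest subcategories equals the paper's count divided by 56077, with a largest difference of 0.00486 percentage points. Divided by the 6812 sequences of the table, the paper's counts would be 82.2% for cell, 77.8% for cellular process, 76.95% for intracellular, 64.7% for catalytic activity and 61.6% for cytoplasm. The 58 bars of Fig 2, read by eye, sum to about 56000. The total of 56077 may therefore be a sum over subcategories, in which a sequence counts once for each of its subcategories. No biological explanation applies to these counts.

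The table lists 377 Trinity components with 2 or more sequences, and these hold 1025 of the 6812 sequences, with up to 14 in 1 component. The paper describes the longest sequence of a subgroup as the unigene. Among 1308 pairs of sequences of one component, 1210 (92.5%) listed identical terms and 28 shared none. All sequences listed identical terms in 335 of the 377 components. Counts by sequence may thus count one annotation more than once, by up to 648 sequences in total.

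JA terms were listed for 10 sequences and SA terms for 10, with 5 sequences in both sets. The JA terms with the most sequences were response to jasmonic acid stimulus (3 sequences) and jasmonic acid mediated signaling pathway (3), and of the SA terms response to salicylic acid stimulus was listed for 4. The odds ratio of the overlap was 1359.4 (Fisher's exact test, two-sided, p = 5.19e-13, sequences not being independent replicates). The 5 shared sequences had a median of 17 terms, compared with 5 over the table. A candidate explanation is that sequences with many terms collect both. Restricting the background to the 4183 sequences with 5 or more terms (odds ratio 833.6) does not test this, since all sequences with JA or SA terms are among them. The sequences were therefore divided into 5 groups by their number of other terms, with bounds at 5, 10, 15 and 20 terms. Within the groups, 8 shared sequences were possible, 0.0945 were expected by chance and 5 were found (exact conditional test, one-sided p = 4.01e-10). This argues against the number of terms as the whole cause. Whether the 2 hormones' terms were assigned from the same reference proteins was not tested. The counts describe the annotation and no response to either hormone.

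Carotenoid terms were listed for 23 sequences in 22 Trinity components, and 9 of these sequences had a component number above 100000. The term carotenoid biosynthetic process was listed for 21 of them. Of the enzymes that the paper names, zeaxanthin epoxidase activity was listed for 2 sequences, phytoene synthase activity for 2, phytoene dehydrogenase activity for 1 and carotene 7,8-desaturase activity for 1. Terms named for lycopene, for a carotene hydroxylase, monooxygenase, isomerase or ketolase or for isopentenyl-diphosphate isomerase were listed for 0 sequences. No term carried the words geranylgeranyl diphosphate synthase, but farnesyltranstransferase activity, the GO name of that reaction, was listed for 7 sequences, 6 of them among the 23. The word ketolase was found for 12 sequences, all with transketolase activity, which is another enzyme than the beta-carotene ketolase in the paper. Terms of chloroplast, chromoplast, plastid or thylakoid were also listed for 19 of the 23 sequences. These are GO terms, while the paper used KEGG for its carotenoid unigenes.

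Transcription factor terms were listed for 82 sequences in 72 Trinity components. The term transcription factor activity was listed for 57 sequences, transcription factor binding for 11, RNA polymerase II transcription factor activity for 7, transcription factor complex for 7 and specific RNA polymerase II transcription factor activity for 4. The names of the 26 families in Table 3, such as Myb, CCAAT, GATA, TBP, E2F/DP, ERF, Jumonji, SET, bZIP, HSF, WRKY and bHLH, were searched in the term names. A match was found for 1 family, TBP, in 1 sequence with TATA-binding protein binding, which names a protein that binds TBP. The other 25 families had none, so these sequences could not be set beside the families in the paper.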
